A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "Potassium ion homeostasis modulates mitochondrial function" (2026).

How the data were processed

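Poly(A)-selected RNA of budding yeast was sequenced in 6 libraries, 3 from young and 3 from aged cells, all of one strain. Per the labels, young cells were grown exponentially in synthetic complete medium, and aged cells were kept for 24 h in ministat aging devices. Such a device holds bead-labelled mother cells in place while medium flow removes their daughters. Age was therefore not separated from the culture system in this design. The libraries were made with a directional kit and sequenced as paired-end reads.

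The authors deposited a table of estimated counts per feature, not normalized, with one column per library. The counts are expected counts rather than whole reads, since between 54.3% and 59.5% of the values in a library are not whole numbers, as happens where a read that matches several features is divided among them. The aligner, the counting program, its strand setting, the genome build and the annotation are not stated. Each column was assigned to its sample through the library name in the labels, and 0 columns of per-sample values were left unassigned. All rows carry a gene name, so no counts were set aside. The table lists 7127 features, of which 25 have a count of 0 in every library.

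The features are named by identifiers and symbols. They were matched to the RefSeq annotation of the R64 assembly by locus tag, symbol or synonym, and 6219 of 7127 (87.3%) had a match. Since the authors' build is not stated, that annotation was used only for gene length, GC content, biotype and which genes neighbour or overlap each other, and no positions are given. Of the tested features, 6059 (89.7%) had a length and a GC content, and every gene of every list tested had both. Of the 908 features without a match, 680 have the systematic name of an open reading frame, and overlaps with them were not examined.

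Expected counts were rounded to whole numbers before testing. Features were filtered with filterByExpr (minimum count 10), which left 6755. Libraries were scaled with the trimmed mean of M-values (TMM). Scaling factors were 0.896, 0.765 and 0.854 in young replicates 1 to 3 and 1.21, 1.15 and 1.24 in aged replicates 1 to 3. Aged cells were compared with young cells by edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3), two-sided, with the group as the only term and Benjamini-Hochberg adjustment over all tested features. A gene was called changed at an adjusted p-value under 0.05. Positive log2 fold changes are higher in aged cells. Standard errors were derived from the F statistic, and 95% confidence intervals from the t distribution with the moderated degrees of freedom. Levels per gene are counts scaled to library size and TMM factor (CPM), given as mean ± SD over the 3 libraries of a group. The authors used DESeq2 with shrunken fold changes, and fold changes here were not shrunk.

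Totals ranged from 29230292 to 41650202 estimated counts, so counting error was small for all but the lowest genes, and the spread between replicates set the precision. No molecular identifiers were used, and counts are not independent molecules.

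Gene lists were written from general knowledge of yeast before the data were examined, as were the main test, the settings to be varied and the rule for naming genes. They numbered 19, of which 18 had at least 3 tested genes and were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 18 lists. The list left untested held the reporter genes TPI1 and TIM50, which were tested singly. Camera compares the genes of a list with all other tested genes. Lists were tested again with fry and with camera on an estimated correlation. The rule named TPI1 and TIM50, each gene of the potassium list past an adjusted p-value of 0.05, and the 5 genes with the largest rise and the 5 with the largest fall. The last 10 were taken among changed genes with a mean of at least 10 CPM over the 6 libraries and with all aged libraries on one side of all young libraries. The members of the electron transport chain list with the lowest adjusted p-value in each direction were named as well. Other genes were named after their values were seen, which is stated where it applies. Targets of the zinc-responsive activator Zap1 and of the copper-responsive activator Mac1 were listed after the genes with the largest rise had been seen. The values of the Mac1 targets had not been looked up by then.

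The settings varied were DESeq2 size factors within edgeR, upper-quartile scaling, total counts only, no filter except a total above 0, at least 10 counts in every library, the Wald test of DESeq2 (1.42.0), limma-voom, a replicate block, a per-library loess offset (span 0.5) on GC content, that offset with the block, a stricter adjusted p-value threshold of 0.01, fry, camera with an estimated correlation, and leaving out each library in turn. Alternatives chosen after seeing the data were restriction to features with a RefSeq gene, a per-library loess offset on gene length, that offset with the block, the glycolysis list without TDH1 and ENO1, and the ribosomal protein lists without RPP1 and MRP8, 2 genes that the symbol patterns had taken in and that encode no ribosomal protein by the notes of the R64 annotation.

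The labels give the replicate number also as a batch, with one young and one aged library in each of the 3 batches. Deviations of same-numbered libraries from their group means correlated across the 6755 genes (Pearson's r of 0.126, 0.334 and 0.122 for numbers 1, 2 and 3, with genes not being independent replicates). Each exceeded 0.1, and the numbers were taken to pair the libraries. The main test has no batch term. Replicates of one group differed by more than sampling noise, with a chi-square of 13.3 to 105 per gene in the 6 within-group pairs, so none was taken for another library deposited again. That they are separate samples rests on the labels.

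The scripts were tested on simulated data. Counts were drawn for 6733 genes with the libraries' own means, sizes and dispersions, and 200 genes were changed 2-fold. Of these, 193 (96.5%) were called, together with 14 unchanged genes (6.76% of the calls). A trend with gene length put into 1 simulated library went from a Spearman's rho of −0.76 to −0.02 with the offset.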

Results

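To compare the transcriptomes of young and old yeast, poly(A)-selected RNA of Saccharomyces cerevisiae was sequenced in 2 groups of 3 biological replicates. Young cells came from exponential cultures, and aged cells from a ministat aging device, which holds mothers, after 24 h. The paper gives no share of daughters for the aged RNA samples. It reports daughter cells as a contaminant in unfixed device cultures from a longer run. The comparison is thus of aged cells from the device with young cells from exponential culture. The libraries of young replicates 1 to 3 held 30140666, 35102213 and 31991835 estimated counts, and those of aged replicates 1 to 3 held 29230292, 38435092 and 41650202. Of the 7127 features in the table, 6755 passed the filter on low counts and were tested. Genes for cytosolic ribosomal proteins took 42.5% ± 2.01 (SD, n = 3) of the counts in young libraries and 29.4% ± 1.09 (SD, n = 3) in aged libraries. The share was lower in every aged library than in every young library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow).

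The first comparison addressed how far aged cells differed from young cells across the genome. By edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, 4288 of 6755 genes (63.5%) had an adjusted p-value under 0.05. Of these, 2207 were higher and 2081 were lower in aged cells. A change of at least 2-fold was found for 719 of the changed genes, with 399 higher and 320 lower. The common biological coefficient of variation between replicates was 0.0873. The split between rises and falls depended on how the libraries were scaled. With total counts only, the alternative that moved these counts most, 5201 genes changed, of which 4639 were higher (89.2% of the calls, against 51.5% with TMM scaling) and 562 were lower, and 1343 changed at least 2-fold. The median log2 fold change of all tested genes was then 0.54, against 0.025 with TMM scaling. Fold changes are therefore relative to the bulk of the genes, and an overall shift in the amount of mRNA per cell was not measured.

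**Figure D1:**
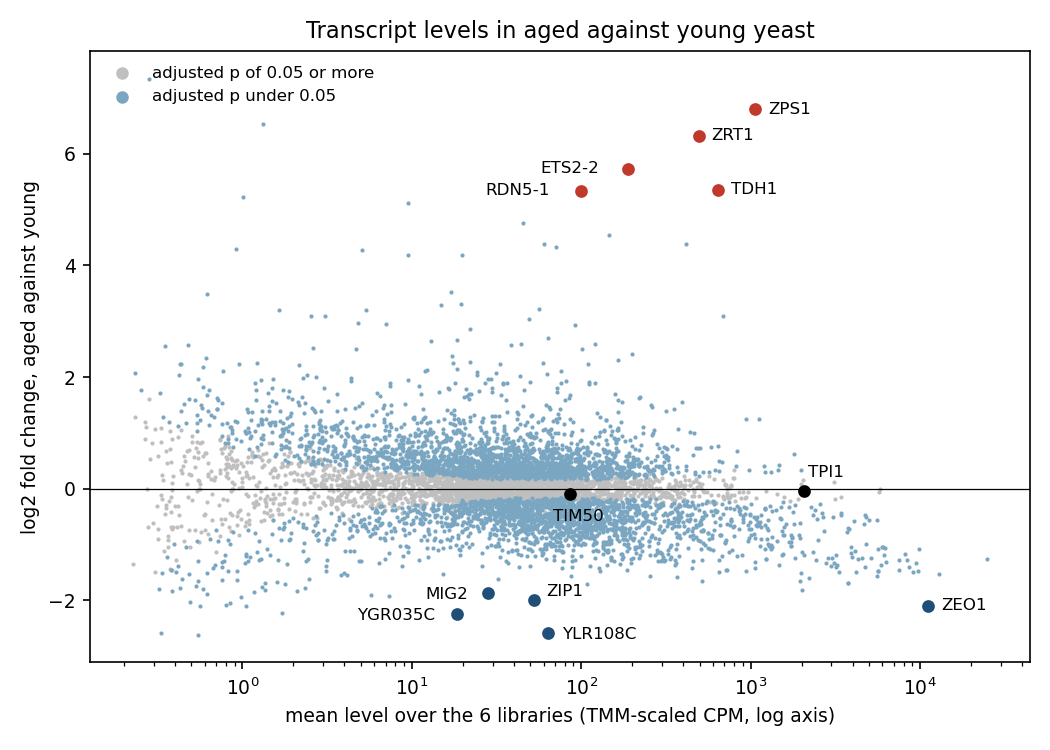
Log2 fold change of each tested gene, aged against young (vertical axis), against its mean level over the 6 libraries in TMM-scaled CPM (horizontal log axis), with one point per gene. The 5 named genes with the largest rise lie between 5.34 and 6.79, the 5 with the largest fall between −2.58 and −1.87, and TPI1 and TIM50 lie at −0.045 and −0.085; with total counts only, the last 2 lie above 0, at 0.46 and 0.43.

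Among genes that met the naming rule, the largest rise was that of ZPS1 (YOL154W), from 19.1 ± 2.06 to 2116 ± 98.6 CPM (mean ± SD, n = 3 per group), a log2 fold change of 6.79 (SE 0.13, edgeR adjusted p = 2.20e-10). The zinc transporter gene ZRT1 (YGL255W) rose from 12.3 ± 1.29 to 983 ± 37.4 CPM, with a log2 fold change of 6.32 (SE 0.12, edgeR adjusted p = 2.20e-10). ETS2-2, an external transcribed spacer of the ribosomal DNA, rose from 6.96 ± 1.07 to 369.8 ± 47.4 CPM, with a log2 fold change of 5.73 (SE 0.15, edgeR adjusted p = 1.20e-09). TDH1 (YJL052W), which encodes a glyceraldehyde-3-phosphate dehydrogenase, rose from 30.9 ± 2.70 to 1254 ± 10.8 CPM, with a log2 fold change of 5.34 (SE 0.11, edgeR adjusted p = 2.20e-10). RDN5-1, a 5S ribosomal RNA gene, rose from 4.80 ± 1.30 to 194.6 ± 39.7 CPM, with a log2 fold change of 5.34 (SE 0.21, edgeR adjusted p = 2.75e-08). ETS2-2 and RDN5-1 lie in repeats with near-identical copies, their transcripts largely lack poly(A) tails, and TDH1 resembles TDH2 and TDH3, so reads of these 3 features were open to sharing between copies and their values are uncertain to that extent. TDH2 and TDH3, looked up after the value of TDH1 was seen, had log2 fold changes of 0.33 and −0.0081.

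The largest fall was that of YLR108C, from 108.4 ± 11.5 to 18.2 ± 0.856 CPM, a log2 fold change of −2.58 (SE 0.09, edgeR adjusted p = 1.45e-08). YGR035C fell from 30.5 ± 4.23 to 6.41 ± 1.02 CPM, with a log2 fold change of −2.24 (SE 0.14, edgeR adjusted p = 8.53e-07). ZEO1 (YOL109W), among the most abundant transcripts, fell from 18189 ± 5248 to 4266 ± 484 CPM, with a log2 fold change of −2.09 (SE 0.20, edgeR adjusted p = 1.62e-05). ZIP1 (YDR285W) and MIG2 (YGL209W) had log2 fold changes of −1.995 and −1.87, with SEs of 0.10 and 0.09 and edgeR adjusted p-values of 2.50e-07 and 1.03e-07. Each of these 10 genes kept its direction and its call under each alternative and in each of the 6 fits that left out 1 library.

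The second comparison addressed the controls of the study's reporter of mitochondrial membrane potential. The potential-sensitive part of that reporter is expressed from the TPI1 promoter, and the insensitive part is a fluorescent tag on Tim50. The level of TPI1 (YDR050C) was 2091 ± 144 CPM in young and 2027 ± 112 CPM in aged cells (mean ± SD, n = 3 per group). The log2 fold change was −0.045 (SE 0.098, 95% confidence interval −0.26 to 0.17, edgeR adjusted p = 0.705). The level of TIM50 (YPL063W) was 88.5 ± 2.35 CPM in young and 83.4 ± 3.13 CPM in aged cells. Its log2 fold change was −0.085 (SE 0.066, 95% confidence interval −0.23 to 0.061, edgeR adjusted p = 0.276). Neither gene was past the threshold by this test. The libraries of TPI1 overlapped, while each aged library of TIM50 (80.1 to 86.2 CPM) lay below each young one (86.9 to 91.2 CPM; two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 libraries allow). Both calls depended on the processing. With total counts only, TPI1 and TIM50 were higher in aged cells, at 0.46 and 0.43 (edgeR adjusted p = 0.00225 and 0.00218), which is −0.072 and −0.11 relative to the median of all genes under that scaling. With the offset on GC content, TPI1 was lower at −0.31 (edgeR adjusted p = 0.0184), also with the replicate block (−0.31, edgeR adjusted p = 0.00367). With the offset on gene length, chosen after seeing the data, TIM50 was lower at −0.22 (edgeR adjusted p = 0.00967), also with the replicate block (−0.22, edgeR adjusted p = 0.00770). Both offsets also take out any difference between the groups that follows GC content or gene length. Over the alternatives the adjusted p-value ranged from 0.00225 to 0.952 for TPI1 and from 0.00218 to 0.823 for TIM50.

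**Figure D2:**
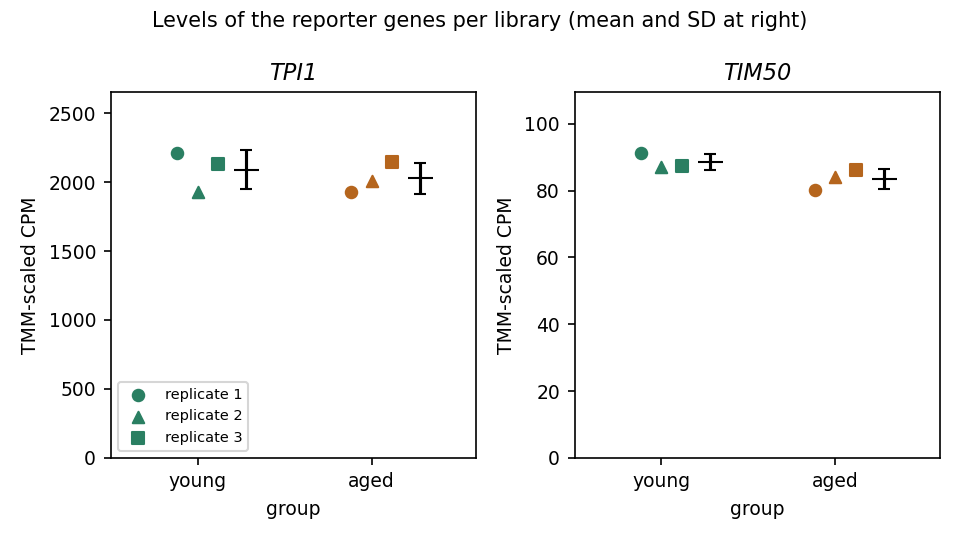
TMM-scaled CPM of TPI1 and TIM50 in each library (vertical axes from 0), with the groups on the horizontal axes, one symbol per replicate number, and the mean with its SD beside each group. The young and aged libraries of TPI1 overlap around means of 2091 and 2027 CPM, and those of TIM50 lie around means of 88.5 and 83.4 CPM, with each aged library below each young one.

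The next comparison asked whether genes of mitochondrial function moved together. The list of the nuclear electron transport chain held 25 tested genes with a median log2 fold change of 0.089, ranging from −0.73 to 1.57. Of these, 10 were higher and 8 lower, and both counts were the same when adjusted over the list alone. As a list they were not past the threshold (camera adjusted p = 0.262). The median depended on single libraries, with 0.19 without young replicate 2 and 0.047 without aged replicate 2. It was −0.12 with the offset on GC content and −0.11 with that offset and the replicate block. With total counts only, 17 genes were higher and 0 lower, with a median of 0.60, or 0.066 relative to all genes. The member with the lowest adjusted p-value among the rises was QCR2 (YPR191W), at 58.2 ± 1.67 CPM in young and 95.7 ± 0.560 CPM in aged cells, with a log2 fold change of 0.72 (SE 0.06, edgeR adjusted p = 1.03e-05). Among the falls it was CYC1 (YJR048W), at 77.6 ± 10.6 and 46.9 ± 5.88 CPM, with a log2 fold change of −0.73 (SE 0.11, edgeR adjusted p = 0.000352). CYC1 was at −0.21 with total counts only and no longer past the threshold (edgeR adjusted p = 0.0892).

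Of 14 nuclear genes of the ATP synthase, 5 were higher and 4 lower, with a median of −0.012 (camera adjusted p = 0.523), which was −0.083 without aged replicate 2, 0.046 without aged replicate 3, 0.053 with upper-quartile scaling and 0.50 with total counts only. Of 8 mitochondrially encoded protein genes, 1 was higher and 3 were lower, with a median of −0.11 (camera adjusted p = 0.381), which was −0.23 without aged replicate 2, −0.0067 without aged replicate 3 and 0.41 with total counts only. Mitochondrial transcripts of yeast largely lack poly(A) tails, which limits these rows in poly(A)-selected libraries. Of the 66 genes on the list of mitochondrial ribosomal proteins, 43 were lower and 4 higher, or 44 and 4 when adjusted over the list alone, with a median of −0.37 (camera adjusted p = 9.85e-05) that was 0.14 with total counts only, or −0.39 relative to all genes. That list held MRP8 (−0.098), no longer thought to encode such a protein, as was recognized after the values were seen; without it 43 of 65 genes were lower and 4 higher, with a median of −0.38 (camera adjusted p = 9.85e-05). Of 18 genes of mitochondrial protein import, 10 were lower and 2 higher, with a median of −0.31 (camera adjusted p = 0.0751) that was 0.20 with total counts only, or −0.33 relative to all genes. The import list passed the threshold with limma-voom (camera adjusted p = 0.0478), the replicate block (0.0492), the offset on GC content (0.00858) and that offset with the block (0.00513), with medians from −0.32 to −0.31; over all its alternatives the adjusted p-value ranged up to 0.485.

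Potassium homeostasis, the subject of the study, was addressed with a list of 19 genes. Over all genes tested, 14 of them changed, 11 higher and 3 lower, and these counts were the same when adjusted over the list alone. The median log2 fold change was 0.30, and the list as a whole was not past the threshold (camera adjusted p = 0.193). The median was 0.81 with total counts only, or 0.28 relative to all genes, and 0.20 with the offset on GC content. The largest rise was that of the protein phosphatase gene PPZ1 (YML016C), from 51.7 ± 4.61 to 90.1 ± 1.23 CPM, a log2 fold change of 0.80 (SE 0.08, edgeR adjusted p = 1.81e-05). VNX1 and PPZ2 rose by 0.79 and 0.70, NHX1 by 0.61 and TRK2 by 0.51 on the log2 scale, with edgeR adjusted p-values between 5.14e-05 and 0.000375. CAB3, TOK1 and HAL5 rose by 0.43, 0.43 and 0.30, with edgeR adjusted p-values of 0.00869, 0.00149 and 0.00454. NHA1, ENA1 and YLH47 rose by 0.33, 0.31 and 0.22, with edgeR adjusted p-values of 0.0114, 0.0161 and 0.0282. Each of these 3 calls was lost when single libraries were left out: NHA1 and ENA1 without aged replicate 1 (edgeR adjusted p = 0.0527 and 0.0783), NHA1 also without young replicate 3 (edgeR adjusted p = 0.0544), and YLH47 without young replicate 2, young replicate 3, aged replicate 1 or aged replicate 3 (edgeR adjusted p from 0.0511 to 0.122). With all libraries, the offset on GC content also took these 3 calls (edgeR adjusted p = 0.0725, 0.170 and 0.0996 for NHA1, ENA1 and YLH47), and with the replicate block added it took those of ENA1 (0.179) and YLH47 (0.127). YLH47 was not past the threshold with the Wald test of DESeq2 (adjusted p = 0.0532) or with the offset on gene length, chosen after seeing the data (edgeR adjusted p = 0.309, or 0.355 with the block). ENA1 is one of several near-identical tandem genes, so its reads were open to sharing.

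The potassium transporter gene TRK1 (YJL129C) fell from 149.96 ± 14.02 to 111.7 ± 5.61 CPM, a log2 fold change of −0.43 (SE 0.08, edgeR adjusted p = 0.00143). The kinase gene SAT4 (YCR008W) fell from 87.9 ± 2.69 to 70.9 ± 2.10 CPM (−0.31, SE 0.06, edgeR adjusted p = 0.00189). SIS2 (YKR072C), whose product inhibits Ppz1, fell from 70.3 ± 1.51 to 57.9 ± 4.08 CPM (−0.28, SE 0.07, edgeR adjusted p = 0.00668). These 3 genes were higher instead with total counts only, at 0.093, 0.20 and 0.23 (edgeR adjusted p = 0.373, 0.0617 and 0.0499), which is −0.44, −0.33 and −0.30 relative to the median of all genes. That scaling put 17 genes of the list higher and 0 lower. The other 5 genes of the list (KHA1, PMA1, VHS3, MDM38 and YPI1) were not past the threshold, with log2 fold changes from −0.17 to 0.17.

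Lists of other processes were tested in the same way. Of the 138 genes on the list of cytosolic ribosomal proteins, 121 were lower and 2 higher, or 122 and 2 when adjusted over the list alone, with a median log2 fold change of −0.77 (camera adjusted p = 1.92e-20). The median was −0.71, −0.75 and −0.82 in the pairs of replicates 1, 2 and 3, and −0.25 with total counts only, or −0.79 relative to all genes. The list was made from symbols and held 1 gene of another kind, RPP1 (−0.051), which encodes a subunit of RNase P; this was recognized after the values were seen, and without it 121 of 137 genes were lower and 2 higher, with a median of −0.78 (camera adjusted p = 1.26e-20). All 8 core histone genes were lower, with a median of −0.62 (camera adjusted p = 0.00190) that was −0.10 with total counts only. With the offset on gene length, chosen after seeing the data, that median was −0.41 (camera adjusted p = 0.0135). All 21 genes of the Msn2 and Msn4 stress response were higher, with a median of 1.29 (camera adjusted p = 1.61e-28), as were all 7 genes of the retrograde response, with a median of 0.80 (camera adjusted p = 9.85e-05).

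Glucose-repressed genes had a median of 0.48, with 13 of 19 higher and 0 lower (camera adjusted p = 0.00209). Iron regulon genes had a median of 0.46, with 12 of 17 higher and 2 lower, or 13 and 2 when adjusted over the list alone (camera adjusted p = 0.00330). Amino acid biosynthesis genes had a median of 0.38, with 20 of 28 higher and 3 lower (camera adjusted p = 0.00146). Glycolytic genes had a median of 0.13, with 6 of 15 higher and 1 lower (camera adjusted p = 0.00109). With total counts only, the glucose-repressed, iron, amino acid and glycolysis medians were 1.00, 0.97, 0.89 and 0.64. The glycolysis result was lost without TDH1 and ENO1 (median 0.092 over 13 genes, camera adjusted p = 0.649), an alternative chosen after the value of 3.10 for ENO1 was seen. It was also lost with limma-voom (camera adjusted p = 0.107), with the offset on GC content (median −0.076, camera adjusted p = 0.0705) and with that offset and the replicate block (median −0.076, camera adjusted p = 0.0678), and had a median of 0.057 without young replicate 2. The amino acid list lost its call with the offset on GC content (camera adjusted p = 0.0829, or 0.0770 with the block), and the iron and glucose-repressed lists lost theirs with that offset and the replicate block (camera adjusted p = 0.0522 for both).

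The lists of daughter-specific, a-specific, alpha-specific and haploid-specific genes were not past the threshold. Their medians were 0.30 over 10 genes, 0.67 over 7, −0.23 over 4 and 0.070 over 10, with camera adjusted p-values of 0.269, 0.262, 0.316 and 0.725. Of these lists 6, 4, 1 and 5 genes were higher and 1, 0, 2 and 2 lower, in that order. The a-specific median was 1.04 without young replicate 2, 0.34 with at least 10 counts in every library and 0.39 with the offset on GC content. The 4 higher a-specific genes, AGA2, ASG7, MFA1 and MFA2, were at 0.62, 0.90, 1.07 and 2.64 CPM in young cells. Their fold changes thus rest on low levels. The alpha-specific genes MF(ALPHA)1 and STE3 were at 3940 and 191 CPM in young cells. The haploid-specific median was 0.12 without young replicate 1 and 0.048 without young replicate 2, and the alpha-specific median was 0.28 with total counts only. In all, 9 of the 18 lists were past the threshold with camera at its preset correlation. Each of these 9 was also past it with fry, which called 16 lists, among them the electron transport chain (adjusted p = 0.0227) and potassium (adjusted p = 0.00545) lists. With an estimated correlation camera called 0 lists, and the smallest adjusted p-value was that of the stress response (0.0515).

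**Figure D3:**
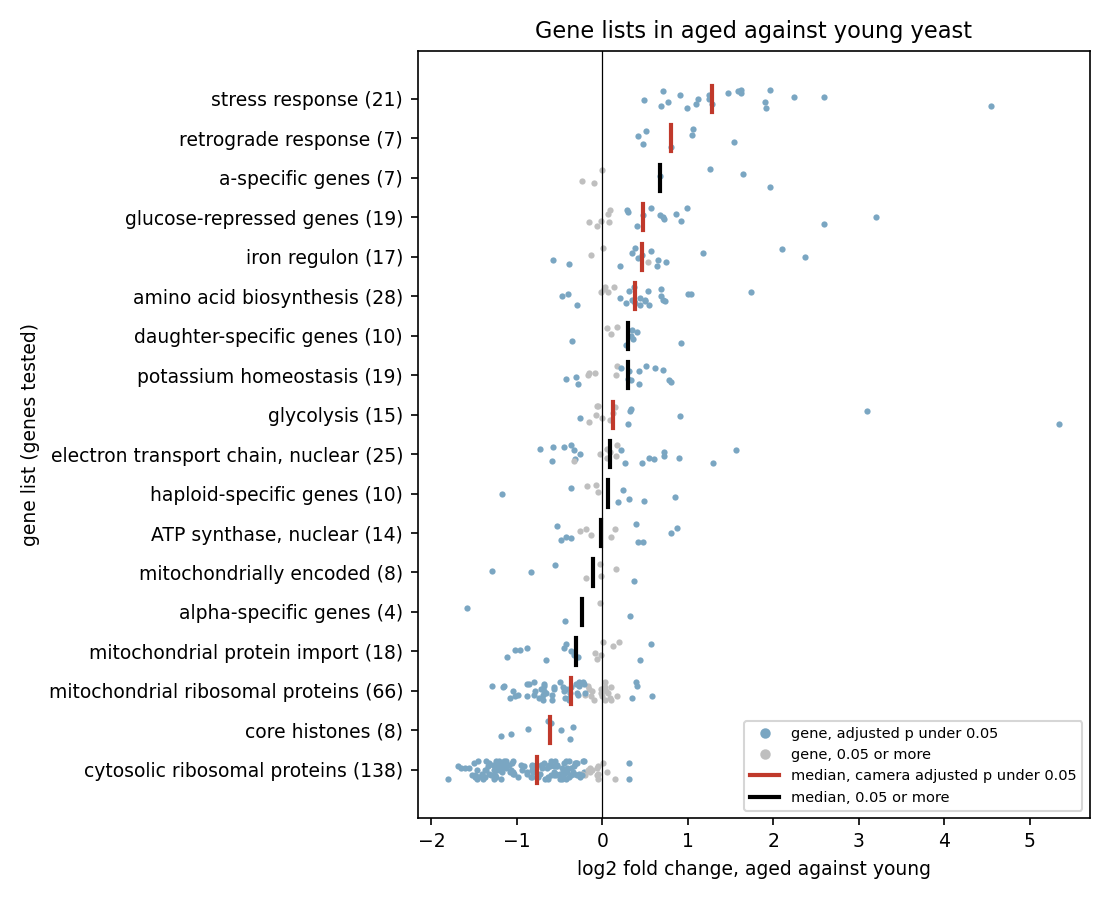
Log2 fold change, aged against young (horizontal axis), of each gene in the 18 tested lists (vertical axis, with the number of genes tested), with a vertical bar at the median of each list. Medians run from −0.77 for cytosolic ribosomal proteins to 1.29 for the stress response; with total counts only, the medians of the mitochondrial ribosomal, import, mitochondrially encoded, ATP synthase and alpha-specific lists, negative here, are positive.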

Values the study reported

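The study reported that the transcripts behind its reporter were unaltered after 24 h of aging, with log2 ratios of old to young cells of −0.07 for TPI1 and −0.1 for TIM50.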

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

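The number of changed genes stayed within 1.5 times the reported 4288 under each alternative. With total counts only, 4639 genes were higher, 562 lower and 1343 changed at least 2-fold. That scaling shifts the median of all genes to 0.54. Of the 4288 genes called with TMM scaling, 3014 were also called with total counts only, 2769 of them in the same direction. Under it TPI1 was at 0.46, TIM50 at 0.43, SAT4 at 0.20, SIS2 at 0.23 and TRK1 at 0.093, all reversed. The medians of the ATP synthase (0.50), mitochondrially encoded (0.41), import (0.20), mitochondrial ribosomal (0.14) and alpha-specific (0.28) lists reversed as well, while camera, which compares a list with the other genes, kept the calls of these 5 lists. Upper-quartile scaling put TPI1 at 0.021 and the ATP synthase median at 0.053.

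The offset on GC content moved TPI1 to −0.31, past the threshold, the electron transport chain median to −0.12, the mitochondrially encoded median to 0.49 and the glycolysis median to −0.076. With the replicate block as well, these values were −0.31, −0.11, 0.49 and −0.076. The offset on gene length, chosen after seeing the data, moved TIM50 to −0.22, past the threshold, TPI1 to 0.042, the ATP synthase median to 0.16 and the haploid-specific median to −0.018, and with the replicate block to −0.22, 0.044, 0.16 and −0.017. For both offsets the cause was not tested. Each was fitted to a library's deviations from the mean of all 6 libraries. They therefore also take out any difference between aged and young cells that follows GC content or gene length. Within groups, Spearman correlations with GC content ran from −0.019 to 0.021 in aged and from −0.091 to 0.13 in young libraries. The offset values are thus not those of a correction for library bias alone. The calls for TPI1 and TIM50 depended on total-count scaling and on these offsets, none of which moved either gene beyond 0.46 in size. The effect of total-count scaling was a shift of all genes. Relative to their median, TPI1 was at −0.069 with TMM scaling and −0.072 with total counts only, and TIM50 at −0.11 with both.

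The replicate block alone gave 4539 changed genes, 4264 of them among the 4288. It put the import list past the threshold (median −0.31, camera adjusted p = 0.0492, in a range of 0.00513 to 0.485 over that list's alternatives) and changed no call of another list or of a gene named by the rule. The import list also passed with limma-voom (0.0478), the offset on GC content (0.00858) and that offset with the block (0.00513), as well as with fry (0.00645). The ribosomal protein lists without RPP1 and MRP8, an alternative chosen after seeing the data, kept their calls at −0.78 and −0.38. The glycolysis list without TDH1 and ENO1, chosen likewise, lost its call (median 0.092).

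With fry in place of camera, the medians of the electron transport chain (0.089) and potassium (0.30) lists are unaltered, and both lists passed the threshold, as did 14 of the 16 other lists. With an estimated correlation, camera called 0 of the 16 other lists. That alternative alters only the test of a list, not the calls of its genes. Fry, as used here, tests whether a list's genes moved in a shared direction, without regard to other genes. Camera tests whether they moved in one direction more than other genes did. These questions differ in a comparison where 63.5% of genes changed.

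Across the 6 fits that each left out 1 library, the changed genes numbered from 3569 to 4523, those higher from 1809 to 2317, those lower from 1760 to 2206 and those changed at least 2-fold from 578 to 887. TPI1 ranged from −0.097 to −0.0099 and TIM50 from −0.11 to −0.057, neither past the threshold in any of these fits (adjusted p of at least 0.265). The electron transport chain median ranged from 0.047 to 0.19, the potassium median from 0.25 to 0.33, and the ATP synthase median from −0.083 to 0.046, which is the one list whose sign changed. Camera called 9 of the 16 other lists in each of these fits.

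For single genes and other lists, the remaining results gave 515 unaltered calls, 24 weaker and 9 stronger over the settings with all libraries, and 243 unaltered calls and 7 weaker in the fits that left out 1 library. The weaker genes were CYC1 with total counts only and NHA1, ENA1 and YLH47. With an adjusted p-value under 0.01, the counts of changed genes stayed within 1.5 times. With no filter on counts 4322 genes changed, and with at least 10 counts in every library 4220 changed.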

Other observations

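The tests of poly(A) selection, of reads moved between 5S copies, of even rDNA transcription, of the Zap1 targets and of the batch were chosen only after the result was seen. The other tests were set before the values they measure were seen, though the patterns themselves had been.

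The log2 fold change of TPI1 here was −0.045. That is smaller in size than the value quoted from the study above. With the Wald test of DESeq2 on the same counts, without shrinkage, TPI1 was at −0.064 and TIM50 at −0.10, both closer to the quoted values.

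The number of changed genes was compared with other splits of the libraries. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes with an adjusted p-value under 0.05, the real one. The 9 others gave 0 genes, and at an unadjusted p-value under 0.05 they gave between 5 and 122 genes, against 4515 for the real split. Of the 10 splits, 4 part all 3 pairs of same-numbered libraries, the real one included, and the others part only 1 pair. A share of splits under 0.1 is not possible in this design, and each other split mixes young and aged libraries, which widens the spread within its groups and lowers its count. The splits therefore decide nothing about chance in which libraries form the groups.

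Cytosolic ribosomal protein transcripts were lower in aged cells, in all 3 pairs. Gene length was weighed because these genes are short and the libraries differed in their trend with length. With the replicate block and the offset on gene length, which altered other calls, the median stayed at −0.68 (camera adjusted p = 1.51e-28). That argues against a length trend shared by all genes as the whole cause. Within the list the changes were unequal, from −1.80 for RPS29A to 0.31 for RPL8A. Whether they followed gene length was not tested, so a length effect that differs for these genes stays open. Sharing of reads between near-identical paralogs was weighed next. The 20 genes of the list without a paralog suffix had a median of −0.56, and 15 of them were lower past the threshold, which argues against that cause. Without RPP1, which encodes no ribosomal protein and was set aside after the values were seen, the median of the other 19 was −0.61, with the same 15 lower. These medians are with TMM scaling; with total counts only, the list's median was −0.25. Differences in age and between the device and exponential culture stay open and were not tested against each other.

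The nuclear electron transport chain genes moved apart, and their fold change followed gene length across the 25 genes (Spearman's rho 0.82, two-sided permutation p = 1e-05, the smallest that 100000 permutations can give; genes are not independent replicates). Short subunits such as COX9 (−0.59) and COX7 (−0.58) fell and longer ones such as SDH2 (1.30) and SDH1 (0.73) rose, genes chosen after their values were seen. With the replicate block and the offset on gene length, 14 genes were higher and 4 lower, and rho was 0.68. A genome-wide length trend of the libraries therefore may account for some of the 8 falls but not for all of them, since 4 of the 8 stayed lower past the threshold. With total counts only, which shifts the median of all genes to 0.54, no gene of the list was lower past the threshold. CYC1 was then at −0.21 (edgeR adjusted p = 0.0892). The pattern is thus one of unequal change. A length effect that differs for these genes, and the difference in age or culture, stay open.

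RDN5-1 and ETS2-2 rose by 5.34 and 5.73. If poly(A) selection had been less complete in the aged libraries, other RNA without tails would have risen too. The 189 tested snoRNA and tRNA rows had a median of −0.82 (9 higher and 109 lower), and −0.31 with total counts only. The RDN18 and RDN25 rows, of mature rRNA, went the other way and rose by 1.07 to 1.76. That is far less than the rise of RDN5-1 and ETS2-2. These rows argue against less complete selection as the whole cause, but it is not excluded as a part. If reads had moved between copies of the 5S gene, their sum would be level. The sum over all RDN5 rows rose by 5.34 on the log2 scale, which argues against that cause. Even transcription of more rDNA copies would raise rows elsewhere in the repeat. The summed ETS1 rows rose by 4.77, but their sum was at most 4.58 counts in a young library against at least 124 in an aged one. The RDN25-1 and RDN25-2 rows rose by 1.07 and 1.13 and the RDN18-1 and RDN18-2 rows by 1.37 and 1.76, rows in which remaining mature rRNA may hide a rise. Whether the rise was even cannot be decided, because the ETS1 rows in young libraries are close to the floor of 3 counts, which leaves their fold uncertain. A rise near the 5S gene alone would leave the other rows level. The ETS1, RDN18 and RDN25 rows rose instead, which argues against a rise confined to that part, unless less complete poly(A) selection raised them. In the R64 annotation the 5S gene and the second external spacer lie next to each other in the repeat, with a non-transcribed spacer between them. A hypothesis is that transcripts from this part of the repeat, with tails, accumulated in aged cells. It was not tested further here.

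Among genes that met the naming rule, ZPS1 and ZRT1 rose most. Both belong to the targets of Zap1, the activator of genes used under zinc shortage. The 5 targets with the largest rise were set aside, and the 18 others were tested as a list. They rose (unadjusted p-values from models fitted across all genes, camera p = 0.00240 at the preset correlation, fry p = 6.06e-07), with a median log2 fold change of 0.17, 9 genes higher and 2 lower; relative to the median of all genes this was 0.14 with TMM and with total counts only. This is consistent with a broader Zap1 response in aged cells, weak beyond the top targets. Among the 18 was ZAP1 itself (1.11), and among the 5 set aside was ADH4 (4.38). Genes outside the list, looked up after the result was seen, were ADH1, which Zap1 activity is known to lower (−1.51, from 2918 ± 91.4 to 1025 ± 28.1 CPM, mean ± SD, n = 3 per group), and ADH3, also known to be lowered, at −0.020. Shortage of metal ions in general would raise copper genes as well, here 6 targets of Mac1. Their median was −0.21, with CTR1 (−0.83) and FRE1 (−0.38) lower and IRC7 (0.51) and REE1 (1.15) higher. With total counts only, the median of these copper genes was 0.32, or −0.22 relative to all genes. The iron list rose, with a median of 0.46. A general shortage and one of zinc alone cannot be told apart, because the copper genes went both ways. The aged cells spent 24 h in a device with its own medium flow and with beads on the cells, so a lower zinc supply there may explain the rise as well as age, and no value here separates the 2.

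Features that overlap on opposite strands often had nearly the same value, though the library kit was directional. RPL39 and BUD19, seen first, had log2 fold changes of −1.69 and −1.68 and levels of 5719 and 5744 CPM in young cells. Among 31 pairs of genes that overlap on opposite strands over at least 50% of the shorter gene, the median absolute difference in log2 fold change was 0.22, against 0.48 in 2902 pairs of neighbours on opposite strands that do not overlap (one-sided permutation test with 100000 permutations, p = 0.00124). This is consistent with reads counted without regard to strand. Values of overlapping features, and of the 402 called features among 696 tested ones without a RefSeq gene, are therefore uncertain. With RefSeq genes only, 3896 genes changed. No overlapping RefSeq gene was found for the named genes, apart from ETS2-2, which lies within the RDN37-2 transcript. Common regulation of overlapping genes was not tested.

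Within each group the libraries shifted between short and long genes. The Spearman correlation of a library's deviation from its group mean with gene length, across 6059 genes, was 0.33, −0.34 and 0.058 in young replicates 1 to 3 and 0.15, −0.47 and 0.39 in aged replicates 1 to 3. The sign was the same in the young and the aged library in 3 of the 3 batches. With 3 batches, a library batch and chance cannot be told apart. Leaving out young replicate 2 gave 578 genes changed at least 2-fold, and leaving out young replicate 1 gave 887, against 719 with all libraries. No biological explanation was tested for this shift.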
